A study of Mytilus galloprovincialis with 16 samples. Its data were reported in "Gene Expression Rhythms in the Mussel Mytilus galloprovincialis (Lam.) across an Annual Cycle" (2011).

How the data were processed

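Relative transcript abundance was measured in the digestive gland of the mussel Mytilus galloprovincialis. The labels describe single animals from a Tunisian lagoon, sampled between November and March at 4 stages of gonad development. The study's methods give a different month for each stage, so that stage and month of sampling cannot be told apart. On each array, RNA of 1 male and RNA of 1 female of the same stage were labelled with different dyes and hybridised together, with 4 arrays per stage and 16 in all. The dyes were exchanged between arrays, so that males carried Cy5 on 8 arrays and Cy3 on 8, with 2 of each within every stage. The array carried cDNA clones, of which 1920 were each spotted 2 times among 4560 spots, beside 608 blank spots and 112 alignment control spots.

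The deposited scanner files, made by the authors with an array scanner, hold for each spot the mean and spread of the foreground intensity and the median of the local background intensity in both channels. These intensities are on a linear scale and were not normalised. The authors' deposited value table holds 1 log2 ratio per spot and array. Set against the scanner values, its sign was that of female over male. Its values correlated with the loess-normalised scanner ratios, turned to female over male, at r = 0.930 to 1.00 over clone spots, and its column medians lay between -0.0207 and 0.0110. Of its columns, 7 were rounded to 2 decimals. The processing notes of the submitters name limma, the version is not given in the sources used here, and the study's methods describe an offset background correction and a loess normalisation.

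Starting from the scanner intensities, background was corrected with normexp and an offset of 50 in limma 3.58.1 under R 4.3.3. Each array was normalised by loess, in which blank and alignment spots took no part. The log2 ratio was turned to male over female by the dyes in the labels, and both spots of a clone were averaged. No clone was left out for low signal. One linear model with 1 coefficient per stage was fitted to every clone with lmFit and eBayes, so that the stages shared 1 estimate of the spread. The comparisons were males against females at each stage, their mean over the 4 stages, and a moderated F test of whether the difference changed with the stage. All tests were two-sided, with Benjamini-Hochberg adjustment over the 1920 clones at a threshold of 0.05. The study's own criterion, a B statistic (the log odds that a clone differs) over 0, was run as an alternative.

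Replicates were compared before they were averaged. In stage 4, replicates 2 and 4 differed by less than the noise between duplicate spots: the variance of their difference was 0.492 times that expected from the duplicate spots, against 1.67 to 12.6 times for the other 23 pairs of arrays of 1 stage. The deviations of single spots from their clone's mean also correlated between these arrays (r = 0.592), against -0.0719 to 0.0596 for every other of the 120 pairs. Shared deviations of single spots are a property of 1 slide, so that both arrays were averaged and counted as 1 replicate. The fit therefore held 15 replicates and 11 residual degrees of freedom, and stage 4 had n = 3, where the design made before the data were examined counted 16. The fit of all 16 arrays was kept as an alternative.

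The arrays name spots by clone only, and the files used here do not pair the clones with gene names. Clones are therefore given by their identifiers. The rule for clones without a gene description was fixed before the data were examined: at most 2 clones higher and 2 lower in males per comparison, those with the largest log2 ratio among clones at an adjusted p under 0.05 with the same direction in every replicate of the stage. For the mean over stages the sign had to be the same in the mean of each stage, and for the stage dependence the 2 clones with the smallest adjusted p were taken and are described without their identifiers. The 15 gene lists fixed beforehand, among them marker lists of other tissues, were not tested for the same reason, and none gives a result here.

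A spot counted as above background when its foreground exceeded the local background by 2 background SDs. Between 28.8% and 56.7% of clone spots passed this in at least 1 channel, depending on the array. The correlation of log2 ratios between the 2 spots of a clone was 0.436 to 0.930. The number of arrays limits the precision. Where a clone was above background on no array of a stage in the channel of 1 sex, the fold is a lower bound. It sets the mean of the brighter sex against, per array, the higher of the clone's own signal and the lowest signal among clones above background, in each channel after loess and Aquantile normalisation.

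The fit was tested on simulated data with the spread of each clone taken from these arrays and 200 of 1920 clones changed. The noise was drawn independently for every replicate, whereas the arrays here partly resembled each other. The simulation therefore holds only for independent replicates. The changed clones were drawn from all 1920, those never above background included. Recovery was not examined apart for clones above background, so that the shares below need not hold for them. At a change of 1 on the log2 scale, 88% of changed clones were recovered at stage 1, 92% at stage 2, 86% at stage 3 and 84% at stage 4. For the mean of the stages 98% were recovered, and for a change at stage 1 alone the F test recovered 81%. With no change simulated, at most 1 clone was called in any comparison. With changes present, 15 of the 213 clones called for the mean were unchanged ones, and 14 of 192 for the F test.

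The alternatives tried were other background corrections (none, plain subtraction, normexp with an offset of 10), print-tip loess, median centring, scaling between arrays, and the authors' deposited ratios. Further ones were a filter on dim clones, a dye term, spots kept apart, each stage fitted alone, array weights, the replicate number as a block, other thresholds, the stage 2 ratios turned, and each replicate left out in turn. Flags and slide or scan day were not used here. The foreground means were used in the main fit and in every alternative that started from the scanner intensities, and foreground medians in none. The replicate number pairs no samples in the labels, and it was not treated as a pairing.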

Results

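Transcript levels of male and female digestive glands were compared directly on 16 two-colour arrays, 4 at each of 4 stages of gonad development. Each array set 1 male against 1 female, and ratios are given as log2 of male over female. The share of clone spots above background ranged from 28.8% in stage 1 replicate 3 to 56.7% in stage 2 replicate 2. Replicates 2 and 4 of stage 4 differed by less than the noise of duplicate spots and were counted as 1 sample, which left n = 4 at stages 1 to 3 and n = 3 at stage 4. Clones are named by their array identifiers, since the files used here do not pair them with genes. Changes are those at an adjusted p under 0.05 in limma with Benjamini-Hochberg adjustment over all clones.

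The first comparison asked which transcripts differed between the sexes at stage 1. Of the 95 clones that differed, 86 were higher in males and 9 were lower. The 86 clones had a median log2 ratio of 1.12, and 48 of them were over 2-fold higher in males. Females were not well above background on any array for 19 of the 86, so that only a lower bound holds for 18 of them and no fold for 1, which was above background in neither sex. The other 67 had a median of 1.39. Clone Myt01-007H10 was 5.15-fold higher in males (log2 2.36 ± 0.31, SD, n = 4, limma adjusted p = 0.000976), and Myt01-006C06 was 5.05-fold higher (log2 2.34 ± 0.34, SD, n = 4, limma adjusted p = 0.00182). Both were higher on 4 of 4 arrays. Clone Myt01-004F05 was 5.82-fold lower in males (log2 -2.54 ± 0.86, SD, n = 4, limma adjusted p = 0.0320), and Myt01-005F02 was 4.60-fold lower (log2 -2.20 ± 0.86, SD, n = 4, limma adjusted p = 0.00970). Both calls ended with median centring without loess, with print-tip loess and without any of replicates 1 to 3, and over all alternatives the limma adjusted p ranged from 5.15e-05 to 0.263 and from 2.48e-06 to 0.0822. That of Myt01-004F05 also ended without replicate 4, with scaling between arrays and with arrays of 1 stage and dye orientation as a random block, and its B statistic was -1.09. The count fell to 60, 63 and 49 clones without replicates 1, 2 and 4, to 40 with arrays of 1 stage and dye orientation as a random block, and rose to 168 with spots kept apart.

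**Figure D1:**
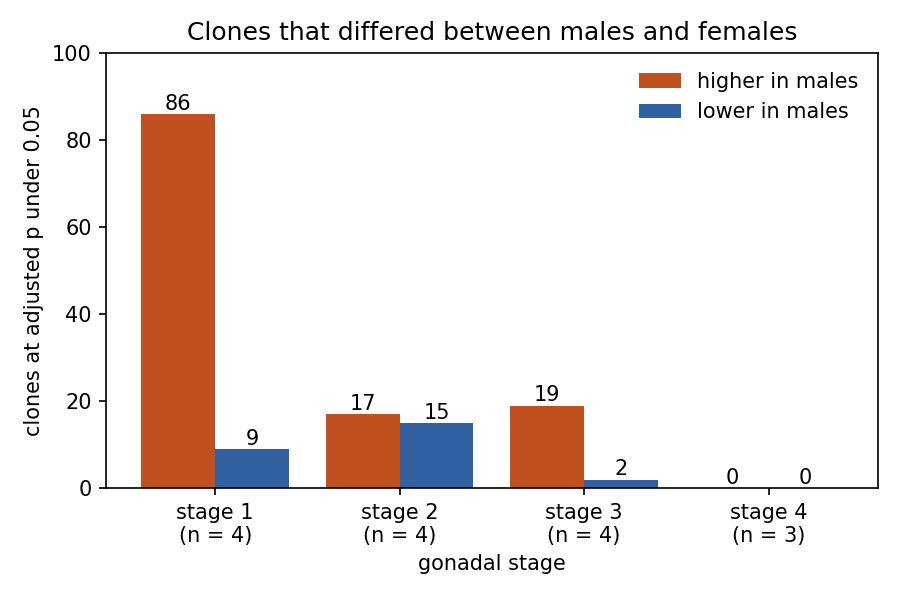
Number of clones (vertical axis) at an adjusted p under 0.05 in each gonadal stage (horizontal axis), with bars for clones higher and lower in males. The number n counts the replicates left after arrays of a single slide were averaged. Stage 1 has 86 clones higher and 9 lower, and stage 4 has none.

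At stage 2, 32 clones differed between the sexes, 17 higher and 15 lower in males. Every direction at this stage follows the sexes in the labels, and its ratios ran opposite to those of stage 1 over all clones. The median log2 ratio was 0.82 over the 17 clones and -0.64 over the 15, and 3 clones exceeded 2-fold. Clone Myt01-016D01 was 2.38-fold higher in males (log2 1.25 ± 1.00, SD, n = 4, limma adjusted p = 0.0233), and Myt01-007A07 was 2.18-fold higher (log2 1.13 ± 0.73, SD, n = 4, limma adjusted p = 0.0323). Clone Myt01-009H08 had a log2 ratio of -0.88 ± 0.41 (SD, n = 4, limma adjusted p = 0.0221). It was not well above background in males on any array of the stage, so that it was at least 1.51-fold lower in males. Clone Myt01-014F10 had a log2 ratio of -0.87 ± 0.55 (SD, n = 4, limma adjusted p = 0.0446). Its B statistic at this stage was -0.00987, short of the study's own criterion, and its call was lost in 12 of 21 alternatives, other thresholds included. At stage 1 the same clone was higher in males (log2 1.08 ± 0.37, SD, n = 4, limma adjusted p = 0.00484), by at least 2.11-fold, since females were not well above background there. None of these 4 calls at stage 2 held without replicate 2, without replicate 3, with no background correction, with the stage fitted alone or with arrays of 1 stage and dye orientation as a random block; those of Myt01-009H08 and Myt01-014F10 also ended without replicate 1, and that of Myt01-007A07 without replicate 4. The split of higher and lower clones was 16 and 89 with median centring, 8 and 11 with no background correction, 17 and 25 with print-tip loess, 3 and 0 with plain subtraction, 32 and 9 without replicate 1 and 12 and 29 without replicate 4. The count was 1 without replicate 2 and 6 without replicate 3. Through the shared estimate of the spread it was also 18 without stage 1 replicate 4, stage 3 replicate 1 or stage 3 replicate 3, 20 without stage 3 replicate 2 and 21 without stage 4 replicate 1. It was 9 without dim clones, 17 with array weights, 168 with spots kept apart and 0 in 2 limma settings, which had 235 (stage fitted alone) and 204 (arrays of 1 stage and dye orientation as a random block) clones at an unadjusted p under 0.05.

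At stage 3, 21 clones differed, 19 higher and 2 lower in males. All 19 were over 2-fold higher. For 10 of them females were not well above background on any array, so that only lower bounds hold, the lowest of them 2.11-fold. The other 9 had a median log2 ratio of 2.32, and the median of all 19 as fitted was 2.09. Clone Myt01-012A11 was 7.99-fold higher in males (log2 3.00 ± 1.23, SD, n = 4, limma adjusted p = 0.00293) and was above background in females on 3 of 4 arrays. Clone Myt01-013H05 had a log2 ratio of 2.88 ± 1.28 (SD, n = 4, limma adjusted p = 0.00310). Females were not well above background for it on any array, and males were at least 6.58-fold higher. Clones Myt01-010G08 (log2 -0.83 ± 0.44, SD, n = 4, limma adjusted p = 0.0156) and Myt01-003C04 (log2 -0.62 ± 0.39, SD, n = 4, limma adjusted p = 0.0400) were lower in males on 4 of 4 arrays. Males were not well above background for Myt01-003C04 on any array, so that it was at least 1.34-fold lower. Both of these calls ended without any of replicates 1 to 3, with no background correction and with arrays of 1 stage and dye orientation as a random block. The count was 9 without replicate 1, 10 without replicate 3 and 192 without replicate 4, which had the lowest correlation between duplicate spots of all arrays (0.436). Without the averaged stage 4 replicate, which shares the estimate of the spread, the count was 137, with 52 clones higher and 85 lower in males. The split was 93 higher and 99 lower without replicate 4, 113 and 126 with spots kept apart, 256 and 251 with array weights and 25 and 9 with scaling between arrays. Other backgrounds, scalings and weights moved the count between 9 and 507, and with the stage fitted alone limma called 0 clones, with 319 at an unadjusted p under 0.05.

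At stage 4, limma called 0 clones. An unadjusted p under 0.05 was found for 79 clones, 42 higher and 37 lower in males. That is fewer than chance alone would give at this threshold over all clones tested. The smallest adjusted p was 0.170. A B statistic over 0 was reached by 4 clones, all higher in males. Of these, Myt01-012A11 (log2 2.19 ± 1.01, SD, n = 3, limma adjusted p = 0.170) and Myt01-005G02 (log2 2.04 ± 1.11, SD, n = 3, limma adjusted p = 0.170) had the largest ratios; these clones were chosen after their values were seen. Both were higher in males in 3 of 3 replicates. With all 16 arrays as separate replicates 12 clones were called, and plain subtraction and median centring gave 9 each and scaling between arrays 4, all of these higher in males. Spots kept apart gave 17 higher and 2 lower, and array weights 13 higher and 19 lower.

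**Figure D2:**
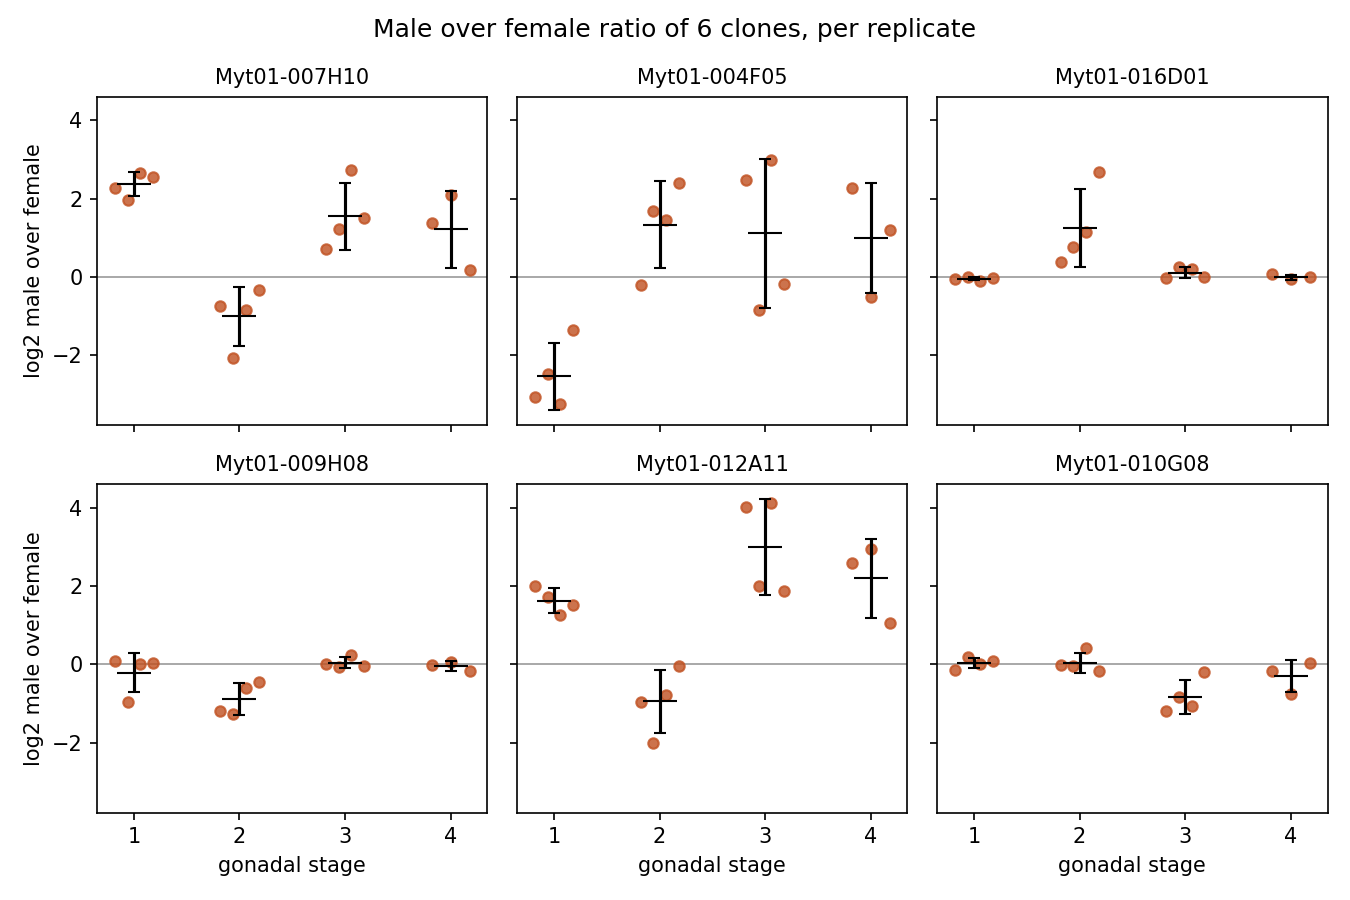
Log2 ratio of male over female (vertical axis) at each gonadal stage (horizontal axis) for 6 clones. Each replicate has a point (arrays of a single slide averaged), with a horizontal mark for the mean and bars for the SD. Myt01-007H10 and Myt01-012A11 lie above 0 in every replicate of stages 1, 3 and 4 and below 0 in every replicate of stage 2.

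Over the mean of the 4 stages, 30 clones differed, all of them higher in males. No clone was called lower with the sexes as labelled, although 87 had an unadjusted p under 0.05 in limma in that direction. With the stage 2 ratios turned, as if the sexes were exchanged on those arrays, 96 clones differed, 82 higher and 14 lower in males, and the 30 clones were among the 96. The 30 clones had median log2 ratios of 1.62 at stage 1, 1.56 at stage 3 and 1.06 at stage 4. At stage 2 all 30 lay below 0, with a median of -0.92, and 3 of them were called lower in males. None of the 30 therefore had the same sign in all 4 stage means, whereas with stage 2 turned 74 of the 82 clones higher in males lay above 0 at all 4 stages. The count was 15 with no background correction, 14 with arrays of 1 stage and dye orientation as a random block, and between 46 and 71 with plain subtraction, the smaller offset, array weights or spots kept apart. Of the called clones, 13 of 71 were lower in males with spots kept apart and 7 of 41 without stage 3 replicate 4.

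The difference between the sexes changed with the stage in 98 clones by the F test. With the stage 2 ratios turned, 6 clones were called, all of them among the 98, so that the count depends on the direction of stage 2. Of the 98 clones, 73 had a ratio above 0 at stage 1 and below 0 at stage 2, and 17 went the opposite way. The ratio was highest at stage 1 in 61 of the clones and lowest at stage 2 in 74, whereas with stage 2 turned all 6 called clones were highest at stage 1 and none was lowest at stage 2. With the sexes as labelled, the clone with the smallest adjusted p (limma adjusted p = 6.93e-05) was 2.78-fold higher in males at stage 1 (log2 1.47 ± 0.19, SD, n = 4) and lower at stage 2 (log2 -0.61 ± 0.35, SD, n = 4). Its ratio was 0.28 ± 0.09 at stage 3 (SD, n = 4) and 0.07 ± 0.02 at stage 4 (SD, n = 3). The clone next in order (limma adjusted p = 0.000378) was 2.82-fold higher in males at stage 1 (SD of the log2 ratio 0.29, n = 4), with a log2 ratio of -0.63 ± 0.23 at stage 2 (SD, n = 4). The stage 1 call of both clones had adjusted p = 6.37e-06 and 2.66e-05 in limma, and both were also called lower at stage 2 (adjusted p = 0.0169 and 0.0357). Over all alternatives, the stage 2 ratios turned included, their adjusted p in limma's F test was at most 0.00622 and 0.0478. The count of 98 became 62 without stage 1 replicate 4, 61 without stage 2 replicate 3, 59 with no background correction, 40 with arrays of 1 stage and dye orientation as a random block, 286 with spots kept apart and 487 with array weights.

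The 86 clones higher in males at stage 1 were followed over the other stages. At stage 2, 84 of them lay below 0, with a median of -0.59 (SD of the replicate medians 0.36, n = 4), and 9 were called lower in males, where independent lists would share 0.672. At stage 3 the median was 0.28 (SD 0.04, n = 4), and 73 of the clones lay above 0. All 19 clones called higher at stage 3 were among the 86, where independent lists would share 0.851. The lists of all stages rest on 1 shared estimate of each clone's spread, however. They are therefore not independent, and neither 0.672 nor 0.851 tests an overlap. At stage 4 the median of the 86 clones was 0.25 (SD 0.13, n = 3), and 71 of them lay above 0. The 19 clones had median log2 ratios of 1.69 at stage 1, -0.99 at stage 2, 2.09 at stage 3 and 1.51 at stage 4. None of the 19 was called at stage 2 or stage 4, and all 19 were called in the F test of stage dependence, but 0 of them with the stage 2 ratios turned. The share of the stage 3 clones found among those of stage 1 depended on the replicates and the processing. It was 5 of 16 clones without stage 1 replicate 1, 9 of 17 without replicate 2, 12 of 16 without replicate 3 and 6 of 16 without replicate 4 of that stage, 28 of 93 without stage 3 replicate 4 and 29 of 52 without the averaged stage 4 replicate. It was 15 of 29 with print-tip loess, 28 of 41 with plain subtraction, 41 of 113 with spots kept apart, 49 of 256 with array weights and 2 of 9 with arrays of 1 stage and dye orientation as a random block. Without dim clones it was 22 of 24, where independent lists would share 2.24. With each stage fitted alone, which removes the shared spread, stage 3 had 0 clones higher in males and none could be shared.

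Over all clones, which are not independent replicates, the mean ratios of stages 1 and 2 correlated negatively (Pearson r = -0.589, Spearman rho = -0.353). All 16 pairs of a stage 1 and a stage 2 array had a correlation below 0, from -0.574 to -0.0598. Stages 3 and 4 correlated positively (r = 0.755, rho = 0.494), but r was 0.121 without the averaged stage 4 replicates 2 and 4. The other 4 pairs of stages had r between -0.356 and 0.299. Between replicates of 1 stage, r ranged from 0.324 to 0.635 at stage 1, -0.0770 to 0.673 at stage 2, -0.0177 to 0.912 at stage 3 and -0.148 to 0.621 at stage 4. Stage 3 replicates 1, 2 and 3 and the averaged stage 4 replicate correlated with each other at 0.651 to 0.912.

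**Figure D3:**
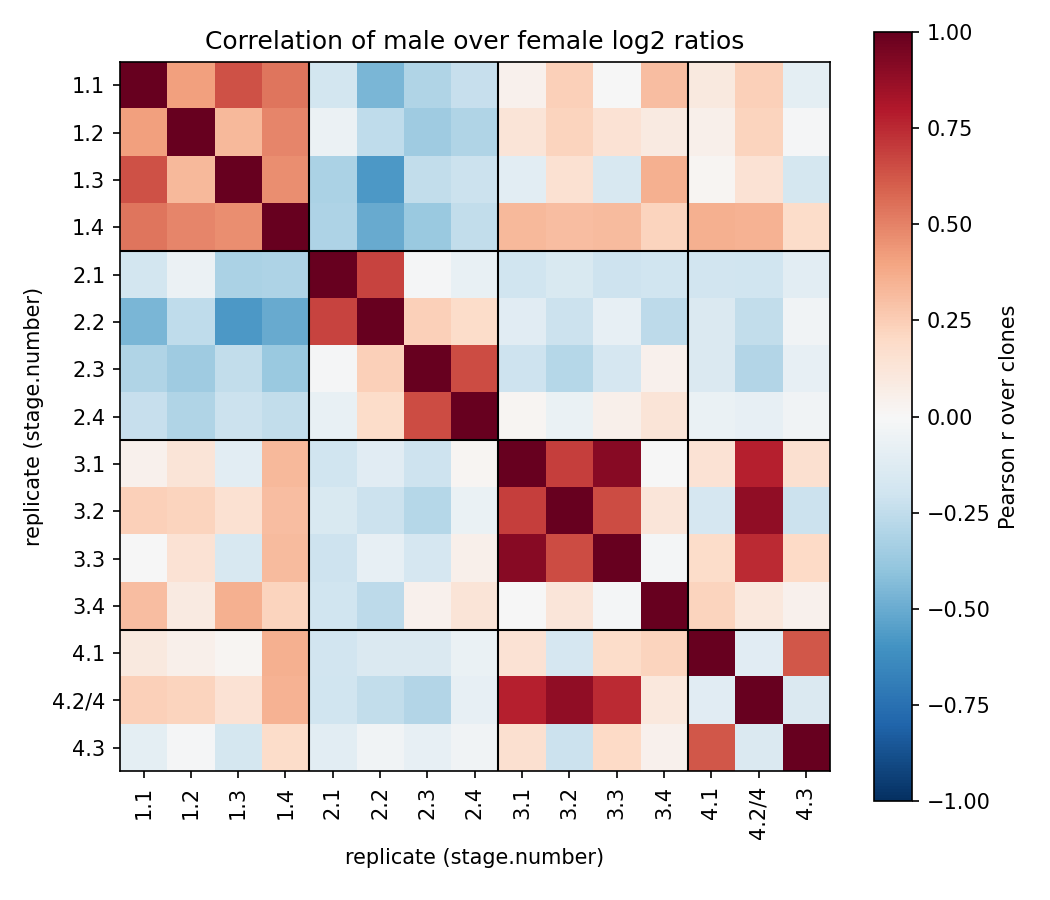
Pearson correlation over clones of the log2 male over female ratios between all pairs of the 15 replicates left after arrays of a single slide were averaged. They are named on both axes by stage and replicate number, with black lines between stages. Colours run from -1 (blue) to 1 (red), and the stage 1 against stage 2 block lies between -0.574 and -0.0598.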

Values the study reported

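In the digestive gland, the study reported 80, 22, 49 and 32 differentially expressed genes between males and females over the 4 stages of gonad development, in the order in which its text lists them. That text puts the ripe stage before the developing stage, while its sampling scheme places development before ripeness. It reported that 91%, 36%, 80% and 87% of these, in the same order, were upregulated. The array is described as holding probes for 1748 independent mussel sequences.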

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

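The tests of dye bias and of the arrangement of orientations for arrays of one orientation, and that of noise in the remaining arrays of stages 3 and 4, were set before their results were seen; all other tests on the 3 patterns in this part were chosen after.

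In 2 of the 60 groups of 4 values examined, 1 array stood far from the others, where chance alone would give about 3. Clone Myt01-009H08 had a log2 ratio of -0.96 in stage 1 replicate 2, against 0.02 to 0.08 on the other arrays of that stage. Clone Myt01-014F10 had 0.81 in stage 3 replicate 4, against 0.07 to 0.16.

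The difference between the sexes changed with the stage in 98 clones by limma's F test, and in 6 with the stage 2 ratios turned. Most clones described here were chosen for a large ratio at 1 stage, and 2 for the smallest adjusted p of this test, so that how many of them passed it is no evidence. The adjusted p was 0.00457 for Myt01-007H10, 0.00484 for Myt01-006C06, 0.0437 for Myt01-004F05, 0.0137 for Myt01-005F02, 0.0350 for Myt01-007A07 and 0.00457 for Myt01-014F10. It was 0.00492 for Myt01-012A11, 0.00621 for Myt01-013H05, 6.93e-05 and 0.000378 for the 2 clones described for the stage dependence, and 0.00332 for Myt01-005G02. Not called in limma's F test were Myt01-016D01 (adjusted p = 0.102), Myt01-009H08 (0.108), Myt01-010G08 (0.0745) and Myt01-003C04 (0.0927).

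The alignment control spots, which take no part in any comparison, had a median log2 ratio of Cy5 over Cy3 beyond the 95th percentile of the absolute ratio of blank spots on 8 arrays. It was 1.57 in stage 3 replicate 2, 1.46 in stage 4 replicate 2 and 1.43 in stage 4 replicate 4. On the other arrays it was 0.23 in stage 1 replicate 1, -0.49 in stage 3 replicate 1, -0.36 in stage 3 replicate 3, 0.28 in stage 4 replicate 1 and 0.39 in stage 4 replicate 3.

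Stage 3 replicates 1, 2 and 3 and stage 4 replicates 2 and 4 shared 1 profile of male over female ratios, while the remaining arrays of both stages did not. A single slide under several labels is argued against, since spot-level deviations correlated at 0.0416 at most between these arrays (apart from the pair already averaged). The arrays were chosen by a correlation over 0.6 with an array of the other stage. Correlations between the stages can therefore not test dye bias. Within stage 3, replicate 2 correlated at 0.690 and 0.651 with replicates 1 and 3 of opposite orientation. Replicates 1, 2 and 3 were chosen by correlations of 0.745 to 0.889 with the same stage 4 replicate. That choice already keeps their correlations with each other above 0, so that these are no separate test of dye bias. They show only that the profile ran the same way in both orientations among the chosen arrays. Stage 3 replicate 4, which was not chosen, correlated at -0.00322 and -0.0177 with replicates 1 and 3 of opposite orientation. The remaining arrays of both stages correlated with the arrays of the profile at 0.0201 on average. The ceiling set by duplicate spots was 0.809, which argues against noise of single spots. Noise of a whole array is shared by its duplicate spots and was not tested. The lowest correlation among all pairs of arrays of stages 3 and 4, a pair between these stages, was -0.216. It restates that some arrays lack the profile and is no test of gonadal stage. Within stage 4 the averaged replicate correlated at -0.112 and -0.148 with replicates 1 and 3. The profile thus did not follow the stage labels alone. RNA of the same animals on arrays of both stages may be involved. That would depart from the study's methods, which describe single animals and a different month for each stage. Stage 3 replicate 2 and the averaged stage 4 replicate correlated at 0.889, above the 0.673 reached within stages 1 and 2 but below the 0.912 within stage 3. That pair was also chosen by its high correlation. Its arrays had the highest alignment control ratios, 1.57, 1.46 and 1.43, while those of stage 3 replicates 1 and 3 were -0.49 and -0.36. Whether arrays shared labelling or scanning was not tested. No label names the animals, and the explanations cannot be told apart. Variation between single animals within a stage was not tested and also stays open.

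Arrays of 1 stage resembled each other more when the dyes ran the same way, with a mean correlation of 0.586 over 7 pairs against 0.223 over 14 pairs of opposite orientation. Chance is argued against by an exact permutation of the orientations within stages (one-sided p = 0.0123, the smallest that the 81 arrangements can give). Clone-specific dye bias would also join arrays of different stages, but there the excess was 0.0746, against 0.362 within stages. Dye bias of single clones is not excluded by this, and 13 clones had a dye term at the threshold. Animals or a labelling batch shared by arrays of 1 orientation could give the excess of 0.362, and without a label for either this cannot be told apart from other shared features of these arrays. If so, the p-values treat as independent what is not, and the counts with such arrays as a random block (40 at stage 1, 0 at stage 2, 9 at stage 3) would be the ones to follow.

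Stage 2 ran opposite to stage 1 over all clones. Dye bias is argued against by the pairs of a stage 1 and a stage 2 array. It would raise the correlation of pairs of the same orientation, but all 16 pairs, of same and opposite orientation, lay below 0 (highest -0.0598). The stage 2 arrays correlated with the stage 1 mean at -0.265 at the highest. Dye bias would add little to that value, since the mean holds both orientations. Sex labels exchanged on all stage 2 arrays may account for the pattern, as may a difference with gonadal stage. Each stage was sampled in its own month, so that a difference with stage may also be one with month. With its sign turned stage 2 correlated at 0.212 or more with stages 1, 3 and 4, and 4 of 4 stage 2 arrays opposed stage 1, but both values restate the pattern and favour neither explanation. They cannot be told apart here, since no transcript of known sex specificity could be read, and the count of stage dependence (98, or 6 with stage 2 turned) rests on which holds.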

How the results depend on the processing

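The fit of all 16 arrays, the random block of arrays of 1 stage and dye orientation, the fit of each stage on its own 4 arrays with spots kept apart and a B statistic over 0, and the fit with the stage 2 ratios turned were chosen after seeing the data; the other alternatives were set before. Counts of clones within 1.5 times the values given in the report are not listed. With no background correction the counts were 19 at stage 2, 9 at stage 3, 15 for the mean and 59 for stage dependence. Plain subtraction gave 3, 50 and 9 at stages 2, 3 and 4 and 47 for the mean, and an offset of 10 gave 44 at stage 3 and 46 for the mean. Print-tip loess gave 36 at stage 3, median centring 105 at stage 2 and 9 at stage 4, and scaling between arrays 34 at stage 3 and 4 at stage 4. Without dim clones stage 2 had 9. Spots kept apart gave 168, 168, 239 and 19 at stages 1 to 4, 71 for the mean and 286 for stage dependence. With each stage fitted alone, stages 2 and 3 had 0 clones in limma, with 235 and 319 at an unadjusted p under 0.05. Array weights gave 17, 507 and 32 at stages 2, 3 and 4, 49 for the mean and 487 for stage dependence, with weights from 0.323 to 3.56. The random block of 1 stage and dye orientation (correlation 0.376) gave 40, 0 and 9 at stages 1 to 3, 14 for the mean and 40 for stage dependence, with 204 at an unadjusted p under 0.05 at stage 2. All 16 arrays gave 12 at stage 4. A B statistic over 0 gave 52 at stage 1 and 4 at stage 4, and each stage on its own 4 arrays with spots kept apart and B over 0 gave 62 at stage 3 and 28 at stage 4. An adjusted p under 0.01 left 47 at stage 1, 0 at stage 2 in limma (349 at an unadjusted p under 0.05), 19 for the mean and 40 for stage dependence. Leaving out each of the 15 replicates in turn, those of other stages included, gave 49 to 101 at stage 1, 1 to 41 at stage 2, 9 to 192 at stage 3 and 61 to 140 for stage dependence. With the stage 2 ratios turned, 96 clones were called for the mean and 6 for stage dependence. The cause of these shifts was not tested, except that a stricter threshold lowers a count by construction. The authors' deposited ratios and the dye term moved no count by over 1.5 times.

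The replicate block gave 84, 27, 16 and 0 clones at stages 1 to 4, 26 for the mean and 68 for stage dependence. It ended the calls of Myt01-004F05, Myt01-010G08 and Myt01-003C04 (limma adjusted p = 0.0655, 0.0588 and 0.121). Replicate numbers did not pair the arrays: of 24 pairs with the same number, 4 had deviations that correlated over 0.1, with a mean r of -0.0403, and 5 of 15 replicates correlated best with their own number.

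For the named clones, only replicates of the stage concerned were left out. No direction changed in the 261 log2 ratios fitted again under the alternatives. These clones had the same direction in every replicate of that stage, so that leaving out a replicate could not reverse them. Several alternatives also keep the mean ratio itself. The absence of reversals is therefore largely given by construction and is little evidence of stability. The stage 2 ratios turned are not among these alternatives, and they reverse every value at stage 2 by construction. Of 351 calls, F tests and other thresholds included, 69 were lost and 14 were gained, all of the latter at stage 4. Of the group medians 16 of 150, and of the stage correlations 7 of 135, moved by more than the spread between replicates. Low signal limits what was measured, since 581 to 762 clones per stage were above background in neither channel on any array.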

Other observations

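The groups of clones described first were chosen after the results were seen, and the tests of other assignments were set before, except the exchange of the sexes on whole stages. Clones called higher in males at stage 3 were bright ones: the 19 clones had a median average log2 intensity of 9.21, against 6.68 over all clones. The 67 clones higher in males at stage 1 and not called at stage 3 had a median intensity of 7.52 and median log2 ratios of 0.91 at stage 1, -0.43 at stage 2, 0.17 at stage 3 and 0.14 at stage 4. The 9 clones called higher at stage 1 and lower at stage 2 had medians of 1.27 and -0.64 at those stages, and all 9 were called in the F test of stage dependence, 3 of them with the stage 2 ratios turned. The 9 clones lower in males at stage 1 had medians of -0.59 at stage 1 and 0.14, 0.08 and 0.10 at the later stages. Of the 17 clones higher at stage 2, 12 lay below 0 at stage 1 and 14 at stage 4.

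At the B statistic over 0, 52 clones differed at stage 1, 23 at stage 2, 21 at stage 3 and 4 at stage 4, where n was 3 after averaging. The counts at stages 1, 3 and 4 are lower than the values quoted from the study above, whose order is taken as stages 1 to 4. With each stage on its own 4 arrays and spots kept apart, a setting chosen after seeing the data, the counts were 85, 23, 62 and 28. All 4 are within 1.5 times the values quoted from the study above. At stage 4, however, this setting counts both arrays found to be a single slide as separate replicates. At stage 2, 60.9% of the 23 clones were higher in males. That is higher than the share quoted from the study above when taken in that order, but lower than the share that its text gives for the developing stage. With the stage 2 ratios turned, 39.1% of the 23 clones were higher in males. With each stage on its own 4 arrays and spots kept apart, 43.5% of the 23 clones were higher in males, and 56.5% with the ratios turned, so that turning moved the share in opposite directions in these fits.

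Other assignments of the sexes to the arrays were tried for each count. At stage 1, the 95 clones stood against 1 in the highest of the other assignments, at stage 2 32 against 15, at stage 3 21 against 6, and at stage 4 0 against 1. There are 8 assignments at stages 1 to 3 and 4 at stage 4, too few for a share under 0.05. At each of stages 1 to 3, 1 of 8 gave as many clones, the real one. At stage 4 it was 4 of 4, which tells nothing, since any count reaches 0. The assignment with 15 clones at stage 2 followed the dyes, and the dye term gave 48 clones at that stage. For the mean of the stages, 1 of 100 assignments drawn array by array reached the 30 clones, the real one, and the highest of the others drawn gave 4, so that chance can be excluded for such draws if the arrays are independent. This does not bear on the sexes of a whole stage: exchanged on all arrays of stage 2 they gave 96 clones, and on those of stages 2 and 4 48, both more than the real assignment, while the other 5 exchanges of whole stages gave 18 at most. For the stage dependence, 2 of 100 assignments of the stage labels reached 98 clones, the real one included, which excludes chance at 0.05 if the arrays are independent. Arrays of 1 stage and dye orientation resembled each other, however, and with them as a random block the counts were 14 for the mean and 40 for the stage dependence. The other of the 2 gave 180 clones, and what sets that assignment apart was not tested.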
